A study of Mus musculus with 11 samples. Its data were reported in "Convergent evolution of monocyte differentiation in adult skin instructs Langerhans cell identity" (2024).

How the data were processed

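Bulk RNA sequencing was done on 11 samples of EpCAM+ cells sorted from mouse bone marrow monocyte cultures, in 5 groups of 1, 2, 2, 3 and 3 samples, as the sample labels give them. The authors quantified reads with salmon against an Ensembl GRCm39 transcript model, summed transcripts to genes with tximport and scaled the genes with DESeq2. The values they deposited are a normalized signal per gene: counts divided by factors that hold the size of each library and, judged from the low values, a transcript length correction per gene and sample. The versions of these tools and any filter on genes before deposit are not stated. The table held 21860 genes with Ensembl identifiers, of which 21676 matched a gene of GENCODE vM39 and 184 did not, and 50 had no symbol. Coordinates are GRCm39, from that annotation. All columns were mapped to samples. A second file of the authors held an experiment code and a condition per sample. Its condition matched the labels in 11 of 11 samples, and its experiment code differed from the sample description in 1, replicate 1 of TGFβ/IL-34.

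The low values of 762 genes with a single transcript were whole multiples of 1 step per sample within 0.1 steps in 97.6% to 100% of cases, over values up to 15 steps. Over all genes the share was 51.5% to 58.1%, so whole reads could not be recovered and no count model was run. The step (0.898 to 1.15 normalized counts) gave the worth of 1 read and an estimate of 20.6 to 24.2 M reads per sample. Counting error weighs most on genes with a few reads. Mitochondrial genes took 0.895% to 2.61% of the total.

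Genes with a value of at least 10 in at least 2 samples were tested, 13095 in all. Values were taken as log2(value + 1) and fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend), with 1 mean per group, all 11 samples and no covariate. The fit had 6 residual degrees of freedom. The 6 contrasts were Jag1 without FICZ, FICZ without Jag1, both together, FICZ with Jag1, Jag1 with FICZ, and their interaction. Tests were two-sided, with Benjamini-Hochberg adjustment per contrast and a threshold of 0.05. Where an arm held 1 sample after another was left out, that sample was taken to vary like the other groups. Values given as mean ± SD are normalized counts. A group at 0 in all its libraries was set to a floor of 3 reads per library for fold limits.

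The contrasts, test, lists and rule for naming genes were fixed before the data were examined. Named genes were, per contrast, up to 5 in each direction with the largest log2 fold change among genes that passed, with a symbol, a mean of at least 50 in the higher group and, except in the interaction, no overlap between the groups, together with any gene of the lists. Genes of the Jag1 only sample were ranked by distance from the range of the other samples. The lists were resident mLC, cycling, migrating mLC, classical monocyte, macrophage, converting monocyte-derived cell, interferon-stimulated, Ahr target, Notch target and OP9 stroma, taken from the text of the study or common knowledge. The study picked some of its lists with other samples, and Cd207, Epcam, Cldn1, Mfge8, Id2 and Ahr were named in it for these samples, so those are not independent evidence. Lists were tested with camera (preset correlation 0.01) with adjustment over 60 tests, and with fry and an estimated correlation as alternatives. An adipocyte list (2 genes tested), a Y-linked list (1), a list of Jagged ligands (2) and Xist were too short for a test, since 3 tested genes were needed. Of the Jagged ligands, Jag2 stood at 126 ± 25.6 (SD, n = 2) in TGFβ/IL-34 and 251 ± 102 (SD, n = 3) with Jag1 (limma, adjusted p 0.411). Of the adipocyte list Fabp4 rose and Lpl fell with Jag1 (log2 fold change 3.09 and −2.49), and of the Y-linked list Kdm5d stood at 4.51 to 45.5 in all samples. The other Y-linked genes, Ddx3y, Uty and Eif2s3y, reached at most 3.90, 7.32 and 7.29 normalized counts in any sample. The sex of the cells was not judged from these genes. Xist was not found among the deposited values and was not analysed here. The result of 1 listed gene is not reported here.

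The scripts were tested on simulated counts with 100 genes changed 2-fold and 100 changed 4-fold. In the simulated Jag1 effect (12705 genes tested) 21 and 65 of them were recovered, in the FICZ effect (12692 genes) 35 and 74, and in the FICZ effect with Jag1 (12699 genes) 47 and 79. No call had the wrong sign, and 5.22% to 10.0% of calls were false.

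Replicate numbers were checked for pairing. The deviations of TGFβ/IL-34/Jag1 and TGFβ/IL-34/Jag1/FICZ samples of the same number from their group means had correlations of 0.153, 0.122 and 0.166 across genes. All were over 0.1, and the same numbers carry the same experiment code in these 2 groups, so the numbers pair them. In the Jag1 effect with FICZ the same numbers also carry the same code, but both correlations were under 0.1 (0.0591 and 0.0578). In the contrasts with TGFβ/IL-34 the numbers do not follow the experiment codes of the description, and those of the authors' file only for replicate 1. Alternatives were quantile normalization, pseudocounts of 0.5 and 4, no filter, a 2-fold minimum, the groups of a contrast alone, the replicate number and the experiment code of the description as a block, and each sample left out. The experiment code of the authors' file as a block, the flow cell as a block and array weights were added after the data were seen. Software used besides was Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.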

Results

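Gene expression was measured by bulk RNA sequencing in 11 samples of CD11b-low EpCAM+ cells sorted from 6-day cultures of mouse bone marrow monocytes. EpCAM is an adhesion molecule of Langerhans cells, the resident phagocytes of the epidermis, and such cultures give monocyte-derived Langerhans-like cells (mLC-like cells). All cultures received GM-CSF at 20 ng/ml, a growth factor for monocytes. In 10 of the 11 samples, TGFβ at 5 ng/ml and IL-34 at 8 µg/ml were added, which are signals that direct monocytes toward Langerhans cells. Jagged-1 (Jag1), a ligand of the Notch receptors, was provided by OP9 cells, a mouse stromal cell line made to carry it. FICZ is a small molecule that binds the aryl hydrocarbon receptor (Ahr) and is described by the study as its agonist. The design text deposited with the data calls it an antagonist instead, and the term of the study is followed here. The 5 groups were Jag1 only (n = 1), TGFβ/IL-34 (n = 2), TGFβ/IL-34/FICZ (n = 2), TGFβ/IL-34/Jag1 (n = 3) and TGFβ/IL-34/Jag1/FICZ (n = 3). The values are the authors' normalized counts, which summed to 21.3 to 27.8 M per sample over 21860 genes. From the spacing of low values, 1 read was worth 0.898 to 1.15 normalized counts and the samples held an estimated 20.6 to 24.2 M reads. A value of 0 therefore allows up to 3 reads, or 2.69 to 3.45 normalized counts, and covers counting error only. Between 13453 and 14498 genes had a value above 0, and the gene with the highest value took 1.11% to 2.43% of a sample's total.

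The first question was how far the culture conditions separated the samples. Over the 500 most variable genes, principal component 1 held 48.1% of the variance and principal component 2 held 19.0%. TGFβ/IL-34/Jag1 lay at the low end of component 1 (−53.0 ± 1.54, SD, n = 3), away from TGFβ/IL-34 (3.95 ± 6.10, SD, n = 2). Both FICZ groups lay at the high end, TGFβ/IL-34/FICZ at 34.6 ± 2.12 (SD, n = 2) and TGFβ/IL-34/Jag1/FICZ at 29.9 ± 7.51 (SD, n = 3). Component 2 separated the groups by Jag1 with and without FICZ. In the FICZ groups it was −25.1 ± 6.10 (SD, n = 2) without Jag1 and 27.2 ± 4.82 (SD, n = 3) with it. TGFβ/IL-34 lay at −27.4 ± 1.13 (SD, n = 2) and TGFβ/IL-34/Jag1 at 1.75 ± 3.46 (SD, n = 3). The Jag1 only sample was at −7.75 and 18.3 on these components and lay apart on component 3 (11.1% of the variance), at 47.5 against −14.0 to 17.9 in the other 10 samples. Across genes, Pearson's r was 0.922 to 0.980 between samples of the same group and 0.864 to 0.970 between samples of different groups. Genes are not independent replicates. The lowest same-group value was that of the 2 TGFβ/IL-34/FICZ samples.

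**Figure D1:**
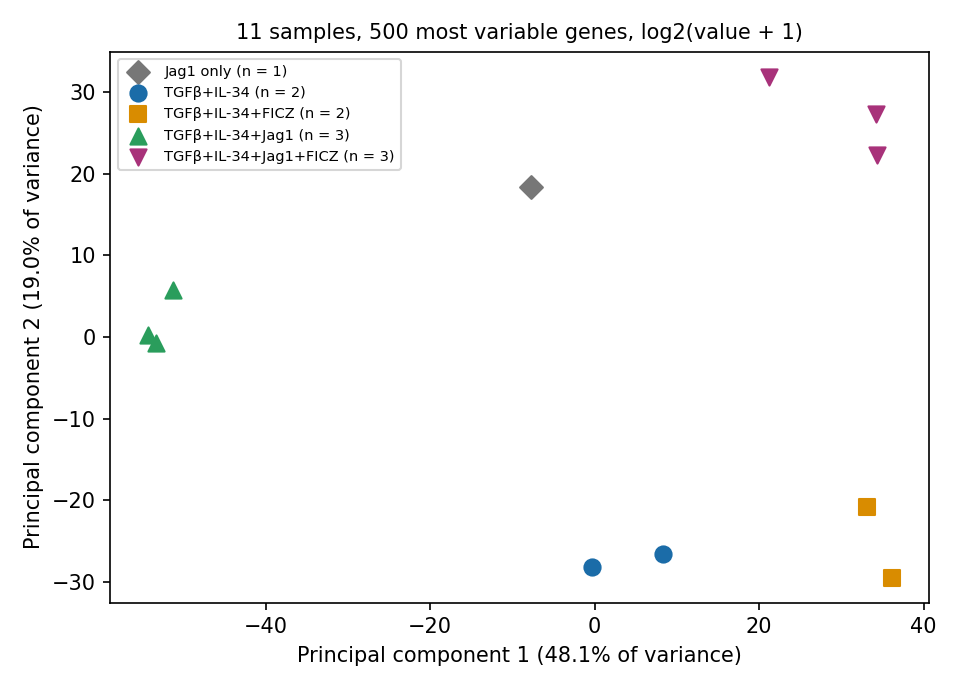
Principal component 1 (x axis, 48.1% of variance) and principal component 2 (y axis, 19.0%) of the 11 samples, from log2(value + 1) of the 500 most variable genes. Each point is 1 sample, and the 3 TGFβ/IL-34/Jag1 samples lie apart at −54.3 to −51.3 on component 1.

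The effect of Jag1 was first asked in the absence of FICZ, by comparing TGFβ/IL-34/Jag1 with TGFβ/IL-34. The stromal genes Col1a1 and Col1a2 were at or near 0 in the samples without Jag1, as given below. An effect of OP9 cells therefore cannot be told apart from one of Jag1 wherever samples with and without Jag1 are compared. Of 13095 tested genes, 864 passed an adjusted p of 0.05 (limma, Benjamini-Hochberg), 346 higher and 518 lower with Jag1. The count was 195 without replicate 2 of TGFβ/IL-34 and 2627 with array weights, a setting chosen after the data were seen. All log2 fold changes here are on the log2(value + 1) scale, which understates changes of genes near 0, and for a group with a few reads they depend on the added 1. Cyp1b1 (ENSMUSG00000024087, chromosome 17, 80008966 to 80022532, GRCm39), which encodes an Ahr-regulated cytochrome P450, fell from 2563 ± 9.90 (SD, n = 2) normalized counts to 2.87 ± 1.86 (SD, n = 3), a log2 fold change of −9.50 (SE 0.412, adjusted p 5.55e-06). Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57595211 to 57611107), another such enzyme, fell from 84.1 ± 22.6 (SD, n = 2) to 0.328 ± 0.568 (SD, n = 3), with 2 of the 3 libraries at 0 (adjusted p 4.11e-05). Mmp8, Mcpt2 and Fam20c were the other genes named on the lower side, with log2 fold changes of −6.26, −6.20 and −5.40. Without replicate 2 of TGFβ/IL-34, Mcpt2 had an adjusted p of 0.0510. On the higher side, Ptgis rose from 17.8 ± 15.6 (SD, n = 2) to 6456 ± 1672 (SD, n = 3; log2 fold change 8.70, SE 0.811, adjusted p 0.000285). Cd300e rose from 23.8 ± 13.5 to 6189 ± 1726 and Blk from 3.93 ± 1.86 to 1167 ± 309. Sectm1b was at 0 in both TGFβ/IL-34 libraries and at 222 ± 86.5 (SD, n = 3) with Jag1, at least 77.6-fold higher against a floor of 3 reads per library. Its neighbor Sectm1a stood at 0.991 ± 1.40 and 1792 ± 196. The 2 are related genes on chromosome 11, so reads could be divided between them.

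The study named Epcam, Cd207, Cldn1 and Mfge8 as genes of the skin environment and Id2 and Ahr as Langerhans cell transcription factors. Langerin (Cd207, chromosome 6, 83648190 to 83654839) was at 1616 ± 221 (SD, n = 3) with Jag1 and 156 ± 1.55 (SD, n = 2) without, and the difference did not pass the threshold (log2 fold change 3.36, SE 0.983, adjusted p 0.0756). It did pass with a pseudocount of 4, with only the groups of the contrast in the fit, with array weights and with the experiment code of the authors' file as a block (adjusted p 0.0441), but not with the code of the sample description as a block (0.0507). Epcam rose by 1.15 (SE 0.287, adjusted p 0.0412) and lost the threshold when either TGFβ/IL-34 replicate or replicate 2 or 3 of TGFβ/IL-34/Jag1 was left out (adjusted p 0.107 to 0.296). Its adjusted p was 0.0516 with only the groups of the contrast in the fit, 0.0776 with no filter and 0.0738 with the replicate number as a block. Mfge8 (log2 fold change 1.11, adjusted p 0.0879), Cldn1 (1.24, adjusted p 0.319), Ahr (0.80, adjusted p 0.367) and Id2 (0.14, adjusted p 0.839) were higher on average without passing. With only those groups in the fit, Mfge8, Cldn1 and Ahr passed. Mfge8 and Ahr also passed with array weights, and Mfge8 with the code of the authors' file as a block. Among macrophage genes, C1qa (log2 fold change 4.01, SE 0.557, adjusted p 0.00249) was higher with Jag1, Fcgr1 (−3.14, SE 0.639, adjusted p 0.0166) and Adgre1 (−1.13, SE 0.279, adjusted p 0.0388) were lower, and Zeb2 did not pass (−0.54, SE 0.516, adjusted p 0.671). Fcgr1 lost the threshold without either TGFβ/IL-34 replicate or replicate 1 of TGFβ/IL-34/Jag1 (adjusted p 0.0543 to 0.155), and Adgre1 when any 1 of the 5 samples was left out (0.0516 to 0.247), with no filter (0.0736) and with either experiment code as a block (0.0520 and 0.0749). The genes Mgl2 and Ccl17, both named by the study for converting monocyte-derived cells, moved in opposite directions. Mgl2 rose by 4.02 (SE 0.548, adjusted p 0.00220) and Ccl17 fell by 3.79 (SE 0.224, adjusted p 2.95e-05).

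FICZ without Jag1 was compared next, as TGFβ/IL-34/FICZ against TGFβ/IL-34. In this comparison 3 genes passed, and 2284 had an unadjusted p under 0.05. Cyp1a1 rose from 84.1 ± 22.6 to 2006 ± 103 (SD, n = 2 each; log2 fold change 4.59, SE 0.429, adjusted p 0.00994). Cyp11a1, an enzyme of steroid synthesis, rose from 842 ± 120 to 4089 ± 931 (log2 fold change 2.27, SE 0.273, adjusted p 0.0449). Myrf fell from 380 ± 15.5 to 72.2 ± 31.3 (log2 fold change −2.45, SE 0.305, adjusted p 0.0449). The 2 FICZ samples differed from each other more than any other pair of one group, which limits this comparison. No gene passed in limma without replicate 1 of TGFβ/IL-34/FICZ (891 with an unadjusted p under 0.05), without replicate 1 of TGFβ/IL-34 (785) or without replicate 2 of TGFβ/IL-34 (831). Without replicate 2 of TGFβ/IL-34/FICZ the count was 5718. None of the 3 genes passed with only these groups in the fit (adjusted p 0.663) or with array weights (0.759), and Cyp11a1 and Myrf did not with no filter (0.0821). Cd207 was at 6.56 ± 0.485 (SD, n = 2) with FICZ, below the 156 ± 1.55 without, but its adjusted p was 0.260 (0.0321 without replicate 2 of TGFβ/IL-34/FICZ). Plac8, a monocyte gene, was at 2975 ± 253 against 444 ± 200 (adjusted p 0.0815). Plac8 passed with quantile normalization (adjusted p 0.0330) and without replicate 2 of TGFβ/IL-34/FICZ (0.00179).

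**Figure D2:**
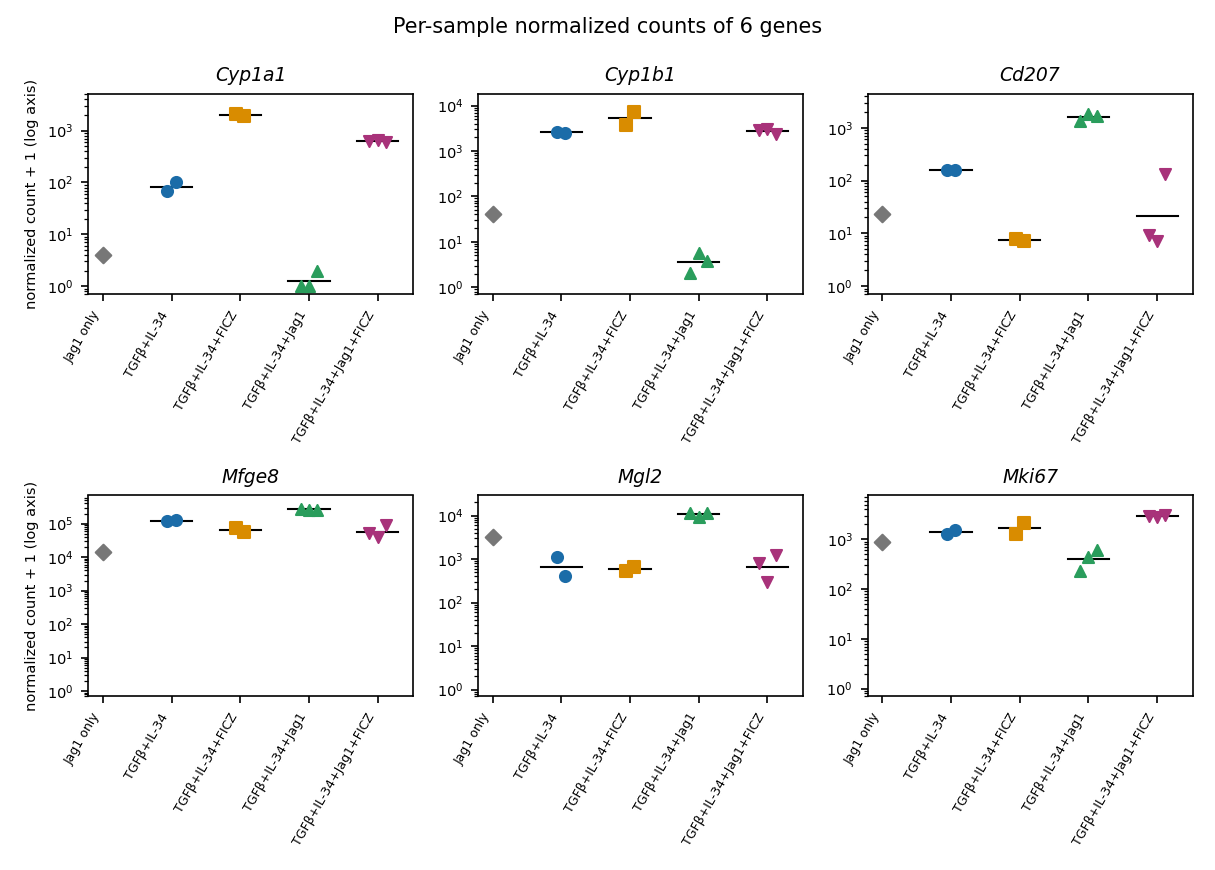
Normalized count + 1 (y axes, log scale) of 6 genes in each of the 11 samples, by group (x axes). Points are samples and bars are geometric means of groups with 2 or 3 samples; Cyp1a1 and Cyp1b1 lie lowest, and Cd207, Mfge8 and Mgl2 highest, in the 3 TGFβ/IL-34/Jag1 samples.

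The joint addition of Jag1 and FICZ to TGFβ/IL-34 gave 587 genes, 408 higher and 179 lower. The count was 35 without replicate 1 of TGFβ/IL-34, and 2807 when only the groups of the contrast were fitted. The 3 largest increases among the named genes were in genes of connective tissue matrix. Col1a2 (chromosome 6, 4504814 to 4541555) was at 0 in both TGFβ/IL-34 libraries and at 429 ± 355 (SD, n = 3) with Jag1 and FICZ, at least 150-fold higher. Fbln2 was at least 109-fold higher, and Col1a1 stood at 1.92 ± 2.71 (SD, n = 2) and 731 ± 569 (SD, n = 3). Replicate 3 of TGFβ/IL-34/Jag1/FICZ raised both limits. In replicates 1, 2 and 3 Col1a2 was at 133, 331 and 823 normalized counts and Fbln2 at 116, 276 and 544. Lin28a and Bgn were the other genes named on the higher side, and Bgn had an adjusted p of 0.0837 without replicate 2 of TGFβ/IL-34. Dmpk fell from 2023 ± 192 (SD, n = 2) to 56.0 ± 31.5 (SD, n = 3; log2 fold change −5.33, SE 0.541, adjusted p 0.00134), and Marco, Mrc1, Ifi44 and Fgf13 were the other genes named on the lower side. Marco, Mrc1 and Ifi44 each lost the threshold when any 1 of the 5 samples was left out (adjusted p 0.0502 to 0.275), with no filter (0.0648 to 0.0786) and with the experiment code of the description as a block (0.0505 to 0.0558). Marco and Mrc1 also lost it with the replicate number or the code of the authors' file as a block (0.0599 to 0.0773), Ifi44 with the flow cell as a block (0.0643) and Marco with a pseudocount of 0.5 (0.0502). Fgf13 lost it when either TGFβ/IL-34 replicate was left out (0.0953 and 0.101).

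When FICZ was added to cultures with Jag1, 2312 genes passed, 1433 higher and 879 lower, the highest count of the 6 contrasts. Leaving out any 1 of the 6 samples gave 1387 to 1821 genes, and fitting only these groups gave 3598. Cyp1b1 rose from 2.87 ± 1.86 to 2749 ± 323 (SD, n = 3 each; log2 fold change 9.59, SE 0.368, adjusted p 8.66e-07) and Cyp1a1 from 0.328 ± 0.568 to 639 ± 33.9. Elane, a protease of immature granulocytes, rose from 4.68 ± 4.54 to 2946 ± 805 (log2 fold change 9.52, SE 0.717, adjusted p 3.15e-05). Akr1c18 and Sgms2 rose by 8.67 and 8.50. Cd207 fell from 1616 ± 221 to 48.9 ± 72.1 (log2 fold change −6.27, SE 0.879, adjusted p 0.000908), with 8.39, 6.29 and 132 normalized counts in the 3 FICZ libraries. Blk, Cd300e, Mtss2 and Rnf39 were the other genes named on the lower side, with log2 fold changes of −7.13, −6.89, −6.22 and −6.11. Mfge8, C1qa and Mgl2 were also lower with FICZ, by −2.22, −3.28 and −4.00 on the log2 scale, and Ccl17 was higher by 2.19. Of the 650 genes that passed both here and in the Jag1 effect without FICZ, 645 went in opposite directions. These contrasts share the TGFβ/IL-34/Jag1 libraries, which alone gives a correlation across genes of −0.44 in simulated unchanged groups, against −0.66 observed.

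The effect of Jag1 in the presence of FICZ was read from TGFβ/IL-34/Jag1/FICZ against TGFβ/IL-34/FICZ. There were 264 genes, 185 higher and 79 lower. Without replicate 2 of TGFβ/IL-34/FICZ the count was 5820, and when only these groups were fitted no gene passed in limma (1807 with an unadjusted p under 0.05). Stromal matrix genes led the higher side here too. Col1a1, Bgn and Col2a1 were at 0 in both FICZ libraries without Jag1 and at least 238-fold, 197-fold and 78.5-fold higher with it, and Col1a2 and Fbln2 at least 140-fold and 101-fold. These limits use group means, which replicate 3 of TGFβ/IL-34/Jag1/FICZ raised. In replicates 1, 2 and 3 Bgn was at 109, 317 and 1393 normalized counts and Col1a1 at 222, 625 and 1345. Dmpk fell by 3.46 (SE 0.541, adjusted p 0.0141) and Lyrm7 fell by 3.44 (SE 0.540, adjusted p 0.0144), which had an adjusted p of 0.0510 to 0.0586 when any TGFβ/IL-34/Jag1/FICZ replicate was left out. With only these groups in the fit or with array weights, none of the genes named in this contrast passed. Trem2, Kazald1 and Gm10401 were also named on the lower side and lost the threshold without replicate 1 of TGFβ/IL-34/FICZ (adjusted p 0.174, 0.156 and 0.143) and when any TGFβ/IL-34/Jag1/FICZ replicate was left out (0.0533 to 0.159). Trem2 and Kazald1 also lost it with no filter (0.0980 and 0.0682) and Trem2 with a pseudocount of 0.5 (0.0501). With the replicate number as a block, Gm10401 and Kazald1 had adjusted p values of 0.0672 and 0.0821, and with either experiment code as a block 0.0561 to 0.0746. Gm10401 was at 0 in all samples but the TGFβ/IL-34/FICZ pair.

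This contrast shares no sample with the Jag1 effect in the absence of FICZ, so the 2 can be set against each other directly. Of the 864 genes called without FICZ, 601 (69.6%) had the same direction with it. The slope of the later effect on the former over those genes was 0.28, against 0.89 to 0.95 in 50 simulated data sets with an unchanged Jag1 effect. Of the 109 genes called in both, 105 had the same direction. Across all tested genes r was 0.215, against 0.00115 in simulated unchanged groups.

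**Figure D3:**
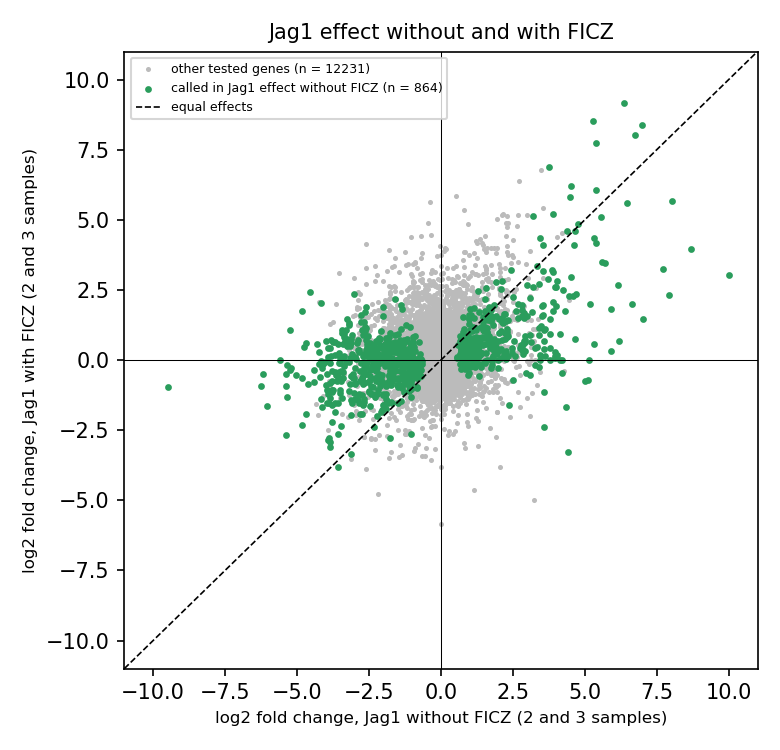
Log2 fold change by Jag1 with FICZ (y axis) against that without FICZ (x axis), 1 point per tested gene, with 864 genes called without FICZ in green and the dashed line marking equal effects. Most green points lie nearer to 0 on the y axis than on the x axis, with a slope of 0.28.

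Whether FICZ acted differently with and without Jag1 was tested as an interaction, and 182 genes passed, 153 higher and 29 lower. Without replicate 2 of TGFβ/IL-34 the count was 9, and without replicate 2 of TGFβ/IL-34/FICZ it was 5488. Cyp1b1 led, with a difference of 8.55 (SE 0.582, adjusted p 0.000480) on the log2 scale. FICZ raised it by 9.59 with Jag1 and by 1.04 (SE 0.451, adjusted p 0.285) without. The interaction of Cyp1a1 was 4.41 (SE 0.554, adjusted p 0.00820), with an adjusted p of 0.0790 without replicate 2 of TGFβ/IL-34, 0.0522 without replicate 2 of TGFβ/IL-34/Jag1/FICZ and 0.156 with array weights. That of Cd207 did not pass (−1.89, SE 1.39, adjusted p 0.436), but did without replicate 3 of TGFβ/IL-34/Jag1/FICZ (adjusted p 0.0333).

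Relative to TGFβ/IL-34, 1270 genes were called under Jag1, FICZ or both. Of these, 682 were called under Jag1 only, 406 under the combination only and none under FICZ only. Jag1 and the combination shared 181 genes, of which 124 had the same direction and 57 the opposite. The correlation of those effects across genes was 0.22, below the 0.60 that simulated unchanged groups give through the shared control. The Jag1 and FICZ effects had a correlation of 0.016 against 0.546 in such groups.

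Lists of genes fixed before the data were examined were tested with camera, and 29 of 60 tests passed. Of these, 20 also passed with fry and 3 with an estimated correlation, the Ahr target list in the Jag1 effect, in the FICZ effect with Jag1 and in the interaction. The 9 calls that did not hold with fry were those of the resident mLC and interferon-stimulated lists in the Jag1 effect, the resident mLC, cycling, macrophage and interferon-stimulated lists in the FICZ effect, the resident mLC and macrophage lists in the effect of both, and the cycling list in the Jag1 effect with FICZ. The Ahr target list (5 genes tested) fell with Jag1 (median log2 fold change −3.63, adjusted p 4.13e-09), with all 5 genes called, both over all genes and adjusted over the list alone. Over all genes, Ahrr lost the threshold when any 1 of the 5 samples was left out (adjusted p 0.0599 to 0.243), with no filter (0.0621) and with the replicate number or either experiment code as a block (0.0622 to 0.0860). Tiparp and Nqo1 lost it when either TGFβ/IL-34 replicate was left out (0.0705 to 0.121). With FICZ its median rose by 1.04 without Jag1 (adjusted p 0.00834, but 0.505 without replicate 2 of TGFβ/IL-34/FICZ) and by 4.30 with Jag1 (adjusted p 4.01e-07), and its interaction was 2.88 (adjusted p 5.31e-06). The resident mLC list (10 genes) rose with Jag1 (median 0.70, adjusted p 0.0225, higher in 8 of 10), with 1 gene called over all genes and 3 adjusted over the list alone. This call did not hold with fry (adjusted p 0.179), quantile normalization (0.0508) or the replicate number as a block (0.0909), nor without replicate 2 or 3 of TGFβ/IL-34/Jag1 (median 0.69 and 0.49). With FICZ the list had a median of −0.90 without Jag1 (adjusted p 0.00566, but 0.219 without replicate 2 of TGFβ/IL-34/FICZ) and −1.54 with Jag1 (adjusted p 0.00125). The cycling list (18 genes) fell with Jag1 (median −1.36, adjusted p 5.47e-11, 12 genes called, 15 adjusted over the list alone) and rose when FICZ was added to Jag1 (2.37, adjusted p 4.52e-16), with all 18 called. Mki67 stood at 432 ± 192 (SD, n = 3) with Jag1 and 2943 ± 127 (SD, n = 3) with Jag1 and FICZ.

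The classical monocyte list (5 genes) fell with Jag1 (median −3.39, adjusted p 7.94e-07) and rose when FICZ was added to Jag1 (1.90, adjusted p 7.06e-05). The macrophage list (11 genes) was not called in the Jag1 effect, where its median was −0.54 and its mean 0.07, and fell when FICZ was added to Jag1 (−1.57, adjusted p 0.0116, and −2.50 and −0.83 without replicate 1 and replicate 2 of TGFβ/IL-34/Jag1). The list of converting monocyte-derived cells (4 genes) fell with Jag1 and FICZ together (−1.34, adjusted p 0.000928). The interferon-stimulated list (10 genes) fell with Jag1 (−1.01, adjusted p 0.0142), with FICZ (−0.97, adjusted p 0.00614) and with both (−1.43, adjusted p 1.49e-05). The Jag1 call was lost without replicate 1 of TGFβ/IL-34/Jag1 (median −0.58, adjusted p 0.0773) or replicate 2 of TGFβ/IL-34 (0.0530), and the FICZ call without replicate 1 of TGFβ/IL-34/FICZ (median −0.26, adjusted p 0.0783). The migrating mLC list (6 genes) passed in none of the 6 contrasts, nor did the list of Notch targets (5 genes tested). In the Jag1 effect the Notch target list had a median of 0.28 and an adjusted p of 0.533, and the Notch target Nrarp stood at 58.1 ± 1.12 (SD, n = 2) without Jag1 and 73.4 ± 23.2 (SD, n = 3) with it. Nrarp was at 153 ± 33.9 (SD, n = 3) with Jag1 and FICZ. The other tested genes, Hes5, Hey1, Dtx1 and Dll4, had means of at most 12.5 normalized counts in both groups of the Jag1 effect. Hes1, Hey2 and Heyl were too low to be tested. The list therefore says little about Notch signaling in these cells. The OP9 stroma list (13 genes tested) was higher with Jag1, by a median of 3.49 without FICZ (adjusted p 4.29e-06) and of 3.81 with FICZ (adjusted p 8.43e-09). With genes at 0 in a whole group set to the floor of 3 reads per library, the medians were 2.82 and 2.94. The list was also higher when FICZ was added to Jag1 (median 1.65, adjusted p 0.00688, higher in 11 of 13 genes), with a median of 1.04 without replicate 3 of TGFβ/IL-34/Jag1/FICZ (adjusted p 0.0425). The Jag1 transcript itself was at 188 ± 5.69 (SD, n = 2) in TGFβ/IL-34, 312 ± 115 (SD, n = 3) with Jag1 (adjusted p 0.498), and 944 ± 430 (SD, n = 3) with Jag1 and FICZ (adjusted p against TGFβ/IL-34 0.0224, but 0.0657 to 0.187 without either TGFβ/IL-34 replicate or replicate 2 or 3 of TGFβ/IL-34/Jag1/FICZ).

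**Figure D4:**
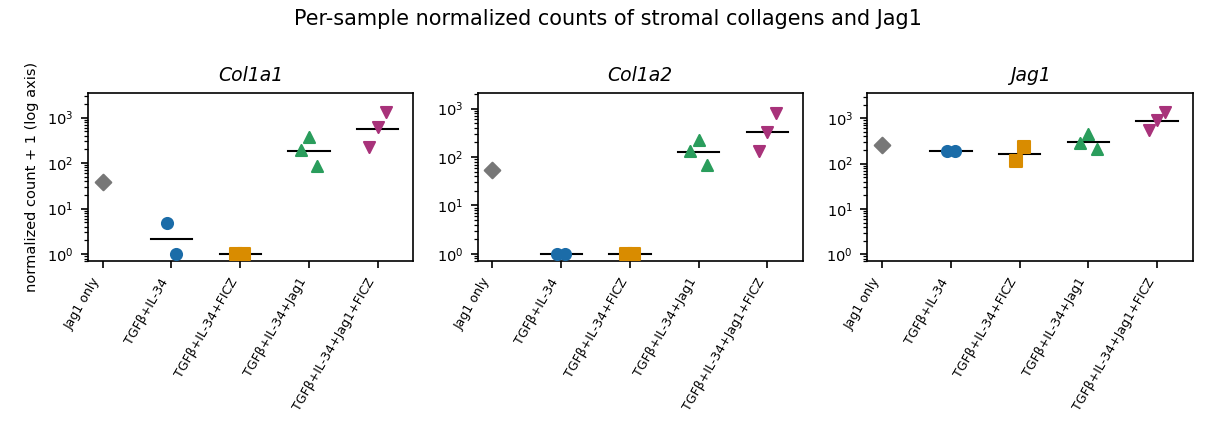
Normalized count + 1 (y axes, log scale) of Col1a1, Col1a2 and Jag1 in each of the 11 samples, by group (x axes). Points are samples and bars are geometric means of groups with 2 or 3 samples; the collagens are at or near 0 in the 4 samples without Jag1 and lie between 37.4 and 1345 for Col1a1 in the 7 with it.

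The single Jag1 only sample shows culture with GM-CSF and Jag1 where neither TGFβ nor IL-34 was added, and it has no replicate check. In it, 86 genes lay at least 4-fold above and 91 at least 4-fold below the range of the other 10 samples. By the same measure 185 genes lay outside the range in replicate 1 of TGFβ/IL-34/FICZ, and 4 in each TGFβ/IL-34 sample. Saa3 was at 2789 normalized counts against at most 40.8 elsewhere, and Tubb2b at 1330 against at most 55.2. Ptgs1, a gene of the resident mLC list, was at 136 against at least 2217 elsewhere. Epcam was at 657, Cd207 at 21.8, Cyp1b1 at 40.9 and Nrarp at 361.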

Values the study reported

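The study gave a mean depth of 30 M reads for each library.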

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

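The test of the difference and the leaving out of single samples were planned, and the tests of stromal RNA and of an atypical sample and the array weights were chosen after the result was seen. The effect of FICZ differed between cultures with and without Jag1 by a test of the difference itself, with 182 genes past the threshold. The genes named were Cyp1b1 (8.55 on the log2 scale), Dach1 (6.75), Sgms2 (6.66), Akr1c18 (6.57) and Elane (6.28), where the log2 effect of FICZ was higher with Jag1, and Smim5 (−5.81), Cd300ld3 (−5.60), Slc16a11 (−5.51), Cnih2 (−4.74) and Ret (−4.63), where it was lower. Cd300ld3 was at 0 in all 4 libraries without Jag1, so no effect of FICZ on it could be seen there, and its value depends on the added 1 of the log scale. The sizes for Cyp1b1, Dach1, Sgms2, Akr1c18 and Elane depend on it too, since these were at 0 to 9.07 normalized counts in TGFβ/IL-34/Jag1. The median over all genes was 0.07 and moved to −0.03 with quantile normalization, far less than these values. The calls of some named genes also depended on the added value or the filter. With a pseudocount of 0.5, Elane and Cd300ld3 did not pass (limma, adjusted p 0.0557 and 0.0652), nor did Sgms2 with a pseudocount of 4 (0.0572). With no filter, Sgms2, Akr1c18, Elane, Slc16a11 and Cnih2 did not pass (0.0649 to 0.104). Under array weights 8 genes passed, and without replicate 2 of TGFβ/IL-34 there were 9. Among the named genes, Smim5 passed with every sample left out in turn, Ret with each but replicate 2 of TGFβ/IL-34, and Cyp1b1 with every sample left out and under array weights. The other 7 each lost the threshold when some of the samples were left out singly. With the experiment code of the description as a block, also planned, 44 genes passed. Dach1, Sgms2, Akr1c18, Cd300ld3, Slc16a11 and Cnih2 did not pass there (adjusted p 0.0613 to 0.0944). The replicate number as a block, planned too, gave 204 genes, with Cd300ld3 and Cnih2 not passing (0.0530 and 0.0614).

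For the Ahr targets, stromal RNA carried over from the OP9 cells is argued against in both parts of the result. Without FICZ, all 5 listed genes were higher in TGFβ/IL-34, where Col1a1 plus Col1a2 came to at most 3.84 normalized counts, than in TGFβ/IL-34/Jag1. With FICZ, Col1a1 plus Col1a2 was 6.10-fold higher in replicate 3 of TGFβ/IL-34/Jag1/FICZ than in replicate 1, while the 5 genes were at 0.395 to 1.01 times their value there. A FICZ response of the stromal cells that differed between those cultures was not tested. Of the 153 genes with a higher interaction, 0 were at or under 3 normalized counts in all 4 samples without Jag1. An atypical replicate 1 of TGFβ/IL-34/FICZ is a candidate source for part of the result. Without it 122 genes passed, of which 91 were among the 182, so for the rest it cannot be told apart from a loss of samples, since neither most nor few of the genes remained. A biological candidate explanation stays open as a hypothesis. Cyp1b1 was already at 2563 ± 9.90 (SD, n = 2) in TGFβ/IL-34 and at 2.87 ± 1.86 (SD, n = 3) with Jag1, so FICZ had far more room to raise it in the latter, and Jag1 may lower the Ahr activity that is present in the medium. Since the samples with Jag1 were also those with Col1a2, an effect of the OP9 cells themselves on Ahr targets stays open and was not tested.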

How the results depend on the processing

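The experiment block, the flow cell block and array weights were chosen after the data were seen. The edgeR and DESeq2 alternatives were not run, because the values do not divide back into whole reads. Across 1437 comparisons of 91 gene results with their alternatives, 1182 stayed on the same side of the threshold, 241 lost it, 14 gained it and none changed direction. Of 393 such comparisons of 29 list results, 346 stayed, 42 lost the threshold and 5 changed direction. These are not the 29 list tests that passed. They include lists that never passed, such as the migrating mLC list in the Jag1 effect. They leave out the resident mLC list in the Jag1 effect, the Ahr target list in the FICZ effect and the cycling list in the FICZ effect with Jag1, which are given below.

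The Jag1 effect (864) was between 721 and 1092 under all alternatives with every sample, except 2627 with array weights. Leaving out 1 sample gave 195 to 714. The FICZ effect (3 genes) was 5 with quantile normalization and 1 with the label prefix as a block. It was 0 in limma with the replicate number as a block (2407 genes with an unadjusted p under 0.05), the experiment block (2786), the flow cell block (881), array weights (798) and the groups of the contrast alone (617), and 0 to 5718 with 1 sample left out. The effect of both (587) was 3558 with array weights, 2807 with its groups alone and 35 to 308 with 1 sample left out. The FICZ effect with Jag1 (2312) was 4123, 3598 and 1387 to 1821 in turn. The Jag1 effect with FICZ (264) was 0 with array weights (913 with an unadjusted p under 0.05) and 0 with its groups alone, and 54 to 5820 with 1 sample left out. The interaction (182) was 74 with no filter, 44 with the label prefix block, 8 with array weights and 9 to 5488 with 1 sample left out. The counts of 5718, 5820 and 5488 were those without replicate 2 of TGFβ/IL-34/FICZ, where replicate 1 alone stands for its group. Without replicate 1 they were 0, 219 and 122, although the same pair then leaves the shared spread, so the loss of that pair does not by itself give high counts. Low counts with 1 sample left out have fewer samples as their construction. For the other changes the cause was not tested.

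The replicate number as a block gave 2325 genes for the FICZ effect with Jag1, where the numbers pair the samples. There 2134 genes were the same. In the Jag1 effect with FICZ, where the same numbers also carry the same experiment code, it gave 187 genes, of which 156 were the same, and Gm10401 and Kazald1 lost the threshold (adjusted p 0.0672 and 0.0821). No other gene or list called in these contrasts and reported here lost it under that block. In the contrasts with TGFβ/IL-34 the samples share a number only, going by the codes of the description. By the authors' file, replicate 1 of TGFβ/IL-34 also shares its experiment code with replicate 1 of the other groups, but replicate 2 does not. Quantile normalization moved the median of all genes by less than 0.1 except in the interaction, from 0.07 to −0.03, and moved no split of higher to lower calls by over 10 percentage points but that of the FICZ effect, from 66.7% to 80.0% higher.

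Of the list tests (29 called), 3 were called with an estimated correlation and 21 to 31 with 1 sample left out. The resident mLC list in the Jag1 effect (0.70) lost the threshold with fry (0.70), an estimated correlation (0.70), quantile normalization (0.66) and the replicate block (0.50), and ranged from 0.49 to 1.00 with 1 sample left out. The Ahr target list in the FICZ effect (1.04) lost it with an estimated correlation (1.04) and ranged from 0.56 to 1.07. The cycling list in the FICZ effect with Jag1 (2.37) lost it only with an estimated correlation (2.37). Direction changed in 2 lists that never passed. The resident mLC list in the Jag1 effect with FICZ (0.12) was −0.091 under the replicate block and −0.038 under the label prefix block, and −0.26 to 0.40 with 1 sample left out, below 0 without replicate 1 of TGFβ/IL-34/FICZ or replicate 3 of TGFβ/IL-34/Jag1/FICZ. The migrating mLC list in the Jag1 effect (0.09) was −0.039 to 0.25, lowest without replicate 1 of TGFβ/IL-34/Jag1. The Jag1 only count (177) was 767 at 2-fold. The distance from TGFβ/IL-34 to TGFβ/IL-34/Jag1 on component 1 (−63.0% of its range) was −55.9% over all tested genes. The cause of these changes was not tested.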

Other observations

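In this part, the test of stromal RNA by its list, the test of the experiment codes, the splits of the samples and the test of fewer starting molecules were planned before their results were seen, and the rest were chosen after.

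The Jag1 cultures carried RNA of stromal genes. Col1a1 plus Col1a2 came to 90.2 to 2168 normalized counts in the 7 samples with Jag1 and to at most 3.84 in the 4 without, and the OP9 stroma list was higher with Jag1 (adjusted p 4.29e-06). The Jag1 transcript, which such a line should bring, was higher in all 3 TGFβ/IL-34/Jag1 samples than in TGFβ/IL-34 but did not pass (adjusted p 0.498). Col1a1 and Col1a2 were the most abundant of its collagens, at 215 ± 144 and 143 ± 80.4 (SD, n = 3) in TGFβ/IL-34/Jag1. The labels name co-culture with OP9 cells for all samples. The sample descriptions hold the code Mo in the 4 samples without Jag1 and the code Jag in the 7 with it. A candidate explanation for the near absence of Col1a1 and Col1a2 in those 4 is that their cultures held no OP9 cells. Other genes of the list were seen in samples without Jag1, with Col5a1 at up to 66.5, Col6a2 at up to 34.3 and Pdgfrb at up to 38.0 normalized counts, and whether these came from stromal cells was not tested. Thy1 is a poor marker here, since it fell with Jag1 and rose with FICZ. Of the 346 genes called higher with Jag1, 20 were at or under 3 normalized counts in all 4 samples without it, as were 16 of 185 in the presence of FICZ. As the source of most of the 346, stromal RNA is argued against by 299 that were lower in TGFβ/IL-34/Jag1/FICZ than in TGFβ/IL-34/Jag1, of which 220 passed, although the OP9 stroma list was higher there (median 1.65, adjusted p 0.00688, 0.0166 with fry and 0.383 with an estimated correlation, higher in 11 of 13 genes, and median 1.04 without replicate 3 of TGFβ/IL-34/Jag1/FICZ). Col1a1 by itself did not pass (731 ± 569 against 215 ± 144, SD, n = 3 each, adjusted p 0.198). The genes were chosen as high in TGFβ/IL-34/Jag1, which by itself favors lower values in the other group, and a change of the stromal cells by FICZ was not tested. An effect of contact with OP9 cells stays open, because Col1a2 and Jag1 always came together in these samples.

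The Jag1 effect without FICZ may in part be a loss of Ahr activity that FICZ restores. In samples that share no library with it, the slope of the Jag1 effect with FICZ was 0.28, below the 0.89 to 0.95 of an unchanged effect, yet above 0. Part of the difference between cultures with and without Jag1 thus remained with FICZ present. The slope included stromal genes such as Col1a1 and Col1a2, which were higher with Jag1 in both contrasts, and was not taken without them. It therefore cannot tell a lasting response of the cells from carried-over stromal RNA. The slope alone also cannot separate a loss of Ahr activity from an action of FICZ by another route. The median size of the effect over the 864 genes was 1.94 without FICZ and 0.38 in the same direction with it.

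The TGFβ/IL-34/FICZ samples stood apart from each other. In replicate 1, 185 genes lay at least 4-fold outside the range of the other 10 samples, 173 of them below, against 8 in replicate 2. A difference between flow cells is argued against by the other sample of that flow cell, replicate 1 of TGFβ/IL-34/Jag1/FICZ. Over the 2000 most abundant genes its root mean square differences on the log2 scale from its own replicates, which were run on the other flow cell, were 0.181 and 0.198, against 0.217 between those replicates and 0.908 for the TGFβ/IL-34/FICZ pair. An effect of the flow cell on a single library stays open. Lower depth is argued against by its estimated 24.2 M reads, the highest of the 11 samples. Fewer starting molecules stay open. Over the 2000 most abundant genes the pair differed by 4.18 times the median of 7 other pairs, against 1.81 times in the remaining genes. These ratios cannot decide it, since the other pairs already differed more in the remaining genes. Replicate 1 also had the fewest genes above 0 of the 11 samples (13453). Its 10 most abundant genes took the highest share of a total (12.8%). A difference in the cells of that culture stays open, with no test.

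When FICZ was added to Jag1 cultures, 1 of the 10 splits of the 6 samples gave as many genes as the real one, the real one itself, and the other 9 gave at most 2. With 10 splits the share cannot go below 0.1.

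Replicate 1 of TGFβ/IL-34 is listed under another experiment in the authors' file than in its description. Its deviations from its group mean had correlations of at most 0.0475 in size with samples of either experiment, so the 2 cannot be told apart.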
